# Lactoferrin is required for early B cell development in C57BL/6 mice

**DOI:** 10.1186/s13045-021-01074-6

**Published:** 2021-04-07

**Authors:** Lingyu Wei, Can Liu, Jia Wang, Xiang Zheng, Qiu Peng, Qiurong Ye, Zailong Qin, Zhengshuo Li, Xiaoyue Zhang, Yangge Wu, Yuqing Wen, Xuemei Zhang, Qun Yan, Jian Ma

**Keywords:** Lactoferrin, B cell development, CXCL12, Pre-pro-B cell, Pro-B cell, Systemic lupus erythematosus

## Abstract

Lactoferrin (Lf) is widely distributed in mammalian milk, various tissues, and their exocrine fluids and has many physiological functions, such as bacteriostasis, antivirus, and immunoregulation. Here, we provide evidence that lactoferrin is required for early stages of B cell development in mice. Lactoferrin-deficient (*Lf*^−/−^) C57BL/6 mice showed systematic reduction in total B cells, which was attributed to the arrest of early B cell development from pre-pro-B to pro-B stage. Although the *Lf*^−/−^ B cell “seeds” generated greater pro-B cells comparing to wild type (WT) littermates, the *Lf*^−/−^ mice bone marrow had less stromal cells, and lower CXCL12 expression, produced a less favorable “microenvironment” for early B cell development. The underlying mechanism was mediated through ERK and AKT signalings and an abnormality in the transcription factors related to early differentiation of B cells. The *Lf*^−/−^ mice also displayed abnormal antibody production in T cell-dependent and T cell-independent immunization experiments. In a pristane-induced lupus model, *Lf*^−/−^ mice had more serious symptoms than WT mice, whereas lactoferrin treatment alleviated these symptoms. This study demonstrates a novel role of lactoferrin in early B cell development, suggesting a potential benefit for using lactoferrin in B cell-related diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13045-021-01074-6.

**To the editor,**

Lactoferrin (LF) is widely existed in mammalian milk, neutrophils particles and various tissues and their exudates. It plays a protective role of the body through a variety of functions, such as anti-infection, anti-oxidation, and immune modulation [1, 2]. By constructing a *lactoferrin* gene knockout (*Lf*^*−/−*^) C57BL/6 mice [3, 4], here we investigated the effect of lactoferrin deficiency on B cell development.

Proportion of CD45^+^, T, and dendritic cells remained fairly consistent, but proportion of total B cells of *Lf*^*−/−*^ mice were significantly lower than that of WT controls (Fig. 1a, Additional file 2 Fig. S1). Lactoferrin deficiency did not cause an increase of B cell apoptosis (Fig. 1b). Proportion of hematopoietic progenitor cells displayed little difference between WT and *Lf*^*−/−*^ (Fig. 1c, d). Proportion of pro-B, pre-B and immature B cells in bone marrow of *Lf*^*−/−*^ mice were all significantly lower, whereas proportion of pre-pro-B cells was higher than that of WT (Fig. 1e, f), implying that lactoferrin deficiency inhibited the transition from pre-pro-B to pro-B stage. mRNA expression levels of *lactoferrin* are dynamic in developing B cells, peaking at the pre-pro-B stage (Fig. 1g).

**Fig. 1:**
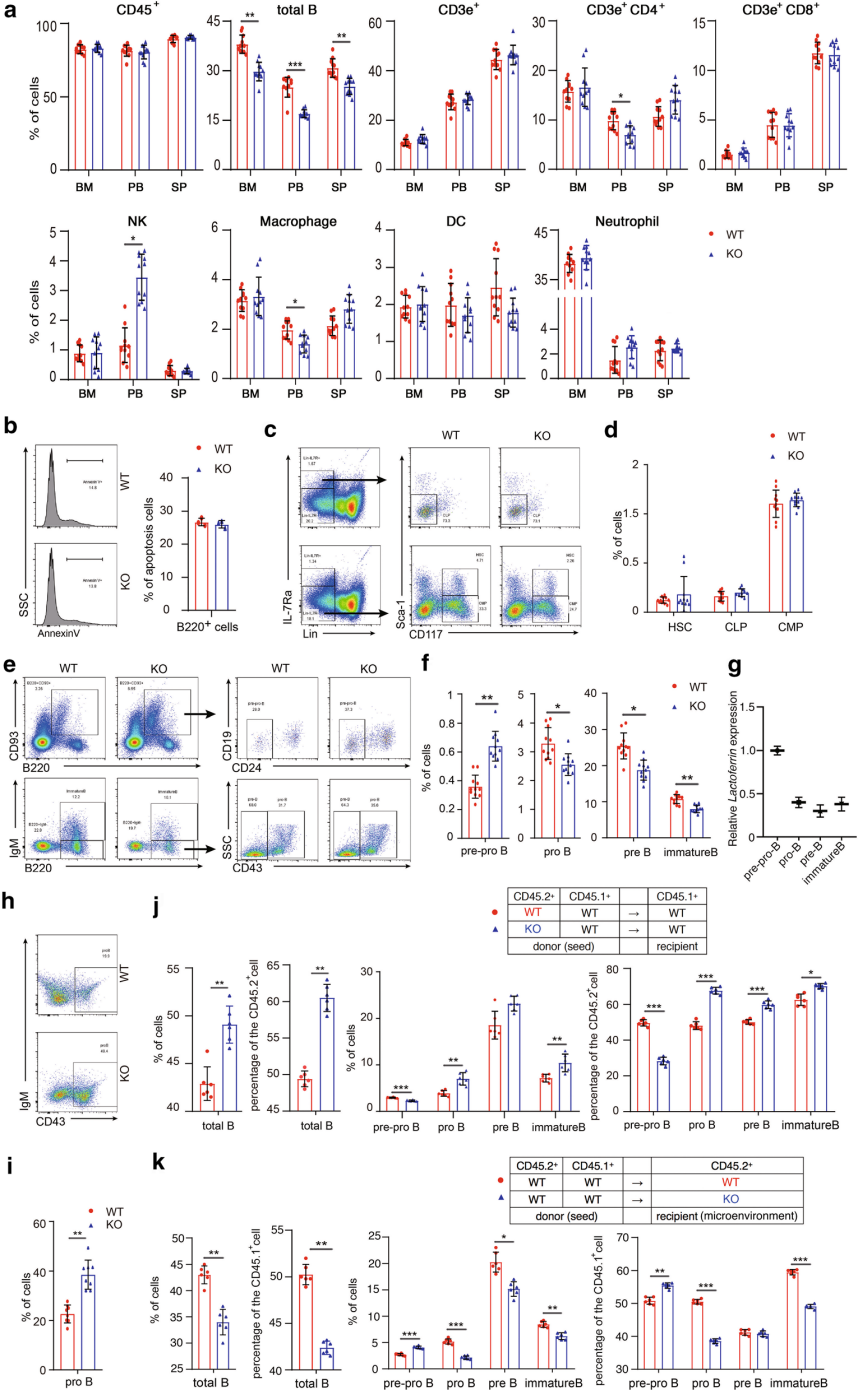
The defect of B cell development in *Lf*^*−/−*^ mice is both cell autonomous and is associated with the bone marrow microenvironment. **a** Lactoferrin deficiency leads to imbalance of hematopoiesis. Cells were isolated from the bone marrow (BM), peripheral blood (PB), and spleens (SP) of *Lf*^*−/−*^ mice and WT littermates. Frequencies of indicated cells were identified by flow cytometry. All immune cells were firstly gated on CD45^+^. Each group has 11 mice. **b** Splenic B cells were sorted from WT and *Lf*^*−/−*^ mice. The amount of apoptosis cells was detected by flow cytometer. Representative data from three independent experiments are shown. **c**, **e** Representative strategy of flow analysis of **c** HSC, CLP, CMP and **e** pre-pro-B, pro-B, pre-B, immature B cells. Cells were isolated from the mice bone marrow. **d**, **f** Frequencies of **d** HSC (Lin^−^ IL7R^−^ C-kit^+^ Sca-1^+^), CLP (Lin^−^ IL7R^+^ C-kit^lo^ Sca-1^lo^), CMP (Lin^−^ IL7R^−^ C-kit^+^ Sca-1^−^) and **f** pre-pro-B (AA4.1^+^B220^+^CD19^−^CD24^−^), pro-B (B220^+^CD43^+^IgM^−^), pre-B (B220^+^CD43^−^IgM^−^), immature B (B220^+^IgM^+^) cells were identified by flow cytometry. Each group has 11 mice. (note, CD117 is C-kit, CD93 is AA4.1.) **g** mRNA expression of *lactoferrin* in distinct stages of developing B cells from WT mouse bone marrow was evaluated by RT-qPCR. **h**, **i** In vitro B cell differentiation experiment: purified pre-pro-B cells from *Lf*^*−/−*^ or WT mice were cocultured with OP9 stromal cells in the presence of IL-7 (10 ng/ml), SCF (5 ng/ml), and Flt3L (5 ng/ml) for 9 days. **h** Representative data from eight specimens each group are shown. **i** The proportions of pro-B cells generated were then determined by flow cytometric analysis. **j** Bone marrow transplantation experiment: bone marrow cells from either WT or *Lf*^*−/−*^ (CD45.2^+^) mice with bone marrow from syngenic mice (CD45.1^+^) were mixed at a 1:1 ratio. The recipient WT mice (CD45.1^+^) were irradiated in fractionated doses (5 Gy × 2), and 16 h later, the recipient mice were injected with mixed cells (2 × 10^6^ cells). After 6 weeks, the recipient mice were killed to prepare the bone marrow single-cell suspension, and the B cell proportion of each stage of B cell differentiation was analyzed by flow cytometry. Representative data from six mice each group are shown. **k** Bone marrow transplantation experiment: bone marrow cells from CD45.2^+^ WT mice or from CD45.1^+^ WT mice were mixed at a 1:1 ratio, while WT or *Lf*^*−/−*^ mice with CD45.2^+^ genetic background were used as recipient mice. The rest of the operation was the same as j. Representative data from six mice each group are shown

Contrary to our expectations, the capability of pre-pro-B to generate pro-B cells was significantly higher in *Lf*^*−/−*^ group than WT both in vitro (Fig. 1h, i) and in vivo (Fig. 1j, Additional file 3 Fig. S2), implying that *Lf*^*−/−*^ “seeds” generated more pro-B cells comparing to WT “seeds”. 

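RNA of pre-pro-B and pro-B cells sorted by flow cytometry from the bone marrow of WT and Lf−/− mice was sequenced. The 7 libraries analysed here were 2 of WT pre-pro-B cells, 2 of Lf−/− pre-pro-B cells, 1 of WT pro-B cells and 2 of Lf−/− pro-B cells. The other WT pro-B sample was not analysed here. The Methods and the legends of Fig. S3A and Fig. S4A give different numbers of mice or repeats per group, and the library labels follow the legends. The authors deposited one normalized value for each of 52550 genes per library, of which 52403 were matched to the GENCODE M21 annotation of GRCm38. The paper's text names no unit, aligner or genome build. The values were not whole numbers, and their sum differed between libraries. Multiplied by transcript length, they gathered at a common height, here called a step, in 6 of the 7 libraries. They were thus read as FPKM (fragments relative to transcript length and to the total of fragments in the library). Their sum was 798323 and 774881 in WT pre-pro-B, 834047 and 694578 in Lf−/− pre-pro-B, 834693 in WT pro-B, and 735286 and 732468 in Lf−/− pro-B. If a step is the worth of 1 fragment, its height corresponded, to the nearest 100000, to 10900000 and 11800000 fragments in WT pre-pro-B, 10800000 in Lf−/− pre-pro-B replicate 1, 13800000 in WT pro-B, and 10900000 and 15300000 in Lf−/− pro-B. Smaller products of value and length occurred. Their 5th percentile was 46.0 and 42.4 in WT pre-pro-B and 36.2 in WT pro-B, where the step was at 92, 85 and 72. A step could thus be worth more than 1 fragment, and the depths could be higher. No step could be read in Lf−/− pre-pro-B replicate 2, and its depth is unknown. That library had 12172 genes above 0, compared with 19477 to 20250 in the other libraries.

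Ltf, the gene that encodes lactoferrin (ENSMUSG00000032496, chromosome 9 of GRCm38, 111019271 to 111042767), was at 2437 ± 415 FPKM (SD, n = 2) in WT pre-pro-B and 119 ± 42.8 FPKM (SD, n = 2) in Lf−/− pre-pro-B cells. In pro-B cells it was at 2650 FPKM in the WT library and at 168 and 96.0 FPKM in the Lf−/− libraries. Every Lf−/− library was below every WT library. A list of 18 neutrophil granule genes took from 27.7% to 55.4% of a library's summed FPKM, with the lowest share in Lf−/− pre-pro-B replicate 2 and the highest in the WT pro-B library. A list of 23 early B lineage genes took from 0.0305% to 0.462%. Because the values are relative to each library's total, a list with a large share lowers the FPKM of all other genes.

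Genotypes were compared within each stage on the log2(FPKM + 1) scale, which understates the change of low genes. In pre-pro-B cells, the 9720 genes with at least 1 FPKM in at least 2 of the 4 libraries were tested with limma and Benjamini-Hochberg adjustment. For a single gene, the smallest two-sided p that an exact permutation test can give with 2 libraries against 2 is 0.333. In pro-B cells, 1 WT library gives no replicate check, so differences are reported without p-values, over the 10793 genes with at least 1 FPKM in at least 2 of the 7 libraries.

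**Figure D1:**
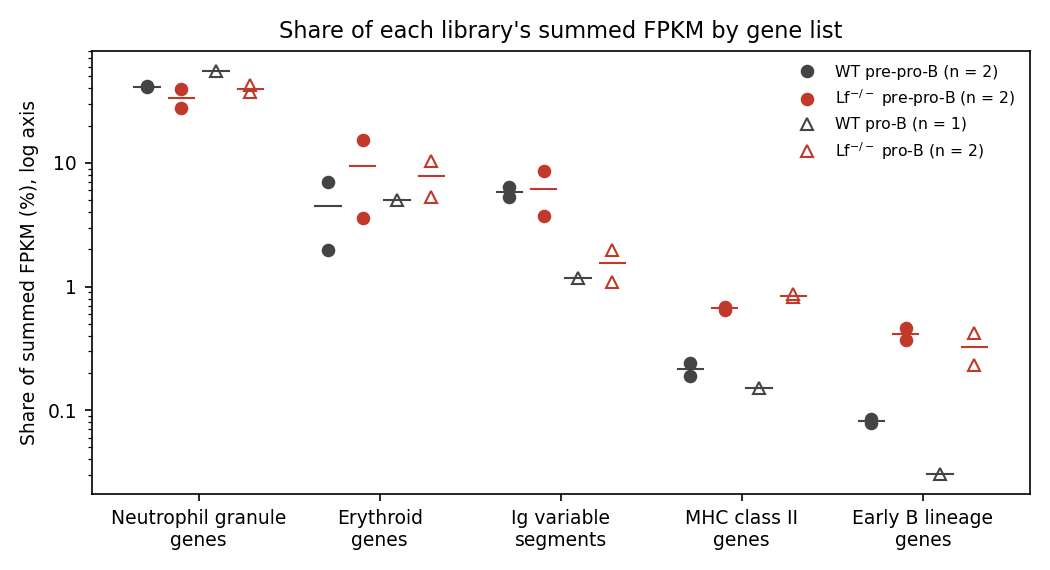
Share of each library's summed FPKM (percent, log axis) taken by 5 lists of genes, with one point per library, the mean as a short line, WT in grey, Lf−/− in red, pre-pro-B as filled circles and pro-B as open triangles. Neutrophil granule genes lie between 27.7% and 55.4% in all 7 libraries, and early B lineage genes lie at 0.0856% or less in WT and at 0.233% or more in Lf−/− libraries.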

We analyzed the global transcriptome change of pre-pro-B and pro-B cells from WT and *Lf*^*−/−*^ mice. GO, KEGG, and GSEA [5] reveal the signaling differences between them (Additional file 4 Fig. S3, Additional file 5 Fig. S4). 

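In pre-pro-B cells, 0 of the 9720 genes tested had an adjusted p under 0.05 in limma's test, and the lowest adjusted p was 0.281. At the paper's threshold, without adjustment, 284 genes passed, of which 194 were higher and 90 lower in Lf−/− cells. Chance alone at that threshold would pass 5% of the genes, and 2.92% passed. The alternative that moved this count most was testing without a filter on low genes, where 649 genes passed, 33.1% of them higher. The median log2 fold change of all genes was 0.035, and -0.081 with the libraries set equal at their typical gene (median-ratio scaling). Between 2 groups of 2 libraries, every Lf−/− value lies beyond every WT value for 33.3% of genes by chance, and it did for 33.0% of genes here. In pro-B cells, 1462 genes were at least 2-fold apart with both Lf−/− values on the same side of the WT value, of which 1341 were higher and 121 lower in Lf−/− cells. The median difference of all genes was 0.48 on the log2 scale. With median-ratio scaling that median was 0.0033, and 829 genes were 2-fold apart, of which 427 were higher and 402 lower.

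Of the 24 lists of genes written for pathways and cell types with at least 5 expressed members, 10 had an adjusted p under 0.05 in pre-pro-B cells in limma's camera test with a fixed inter-gene correlation of 0.01, of which 8 were higher and 2 lower in Lf−/− cells. When the correlation between genes was estimated for each list, an alternative chosen after seeing the data, 0 lists passed and 4 had an unadjusted p under 0.05. In pro-B cells, the median difference of 15 lists lay outside the middle 95% of 10000 random lists matched on expression, with 12 above and 3 below. From GO, KEGG and GSEA of these comparisons, the paper states that signaling differed between the genotypes.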

Transcription factors Pu.1, Bcl11a, E2A, Ebf1, and Pax5 regulate the differentiation of common lymphoid progenitor (CLP) cells into B cell lineage [6]. 

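Pu.1 is encoded by Spi1 (chromosome 2 of GRCm38, 91082390 to 91115756), Bcl11a lies on chromosome 11 (24078056 to 24174123), E2A is encoded by Tcf3 (chromosome 10, 80409514 to 80433647), Ebf1 lies on chromosome 11 (44617317 to 45008091) and Pax5 on chromosome 4 (44524757 to 44710487). In the RNA sequencing of pre-pro-B cells, Pax5 was at 1.21 ± 1.07 FPKM (SD, n = 2) in WT and 4.20 ± 1.85 FPKM (SD, n = 2) in Lf−/− cells, a log2 fold change of 1.28 (standard error 0.58, adjusted p = 0.941 from limma). Ebf1 rose from 0.983 ± 0.390 to 4.27 ± 1.48 FPKM, a log2 fold change of 1.39 (standard error 0.49). Tcf3 rose from 8.98 ± 1.09 to 20.6 ± 5.76 FPKM, a log2 fold change of 1.09 (standard error 0.45). Both had the same adjusted p as Pax5. Every Lf−/− pre-pro-B value of these 3 genes lay above every WT value, but none of the differences passed the adjustment for all genes. With each library left out in turn, the log2 fold change stayed between 0.76 and 1.79 for Pax5, 1.104 and 1.69 for Ebf1, and 0.82 and 1.37 for Tcf3. Bcl11a was at 0.902 ± 0.00253 FPKM in WT and 2.21 ± 1.55 FPKM in Lf−/− pre-pro-B cells, a log2 fold change of 0.67 (standard error 0.53), and Spi1 was at 140 ± 1.06 and 154 ± 55.6 FPKM, a log2 fold change of 0.09 (standard error 0.45) that is smaller than its error and fell to -0.061 with median-ratio scaling.

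In pro-B cells, Pax5 was at 0.730 FPKM in the WT library and at 3.69 and 1.63 FPKM in the Lf−/− libraries, Ebf1 at 0.445 FPKM compared with 4.58 and 2.12 FPKM, and Tcf3 at 6.83 FPKM compared with 26.2 and 13.03 FPKM. Their log2 differences were 1.02, 1.53 and 1.32. Under the other scalings, no filter and the other pseudocount they stayed between 0.67 and 1.63 for Pax5, 1.22 and 2.56 for Ebf1, and 0.72 and 1.42 for Tcf3. Pax5 and Ebf1 were below the stricter filter in the WT library. Bcl11a was at 0.590 FPKM in the WT and 1.32 and 1.55 FPKM in the Lf−/− pro-B libraries, and Spi1 at 132 FPKM compared with 137 and 169 FPKM. The log2 difference of Spi1 was 0.20 and changed sign with median-ratio scaling, to -0.46. Genes of the early B lineage other than Pax5, Ebf1 and Tcf3 rose as well. The median log2 difference over the 3 transcription factors minus that over 20 such genes was -0.49 in pre-pro-B and -0.91 in pro-B cells.

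**Figure D2:**
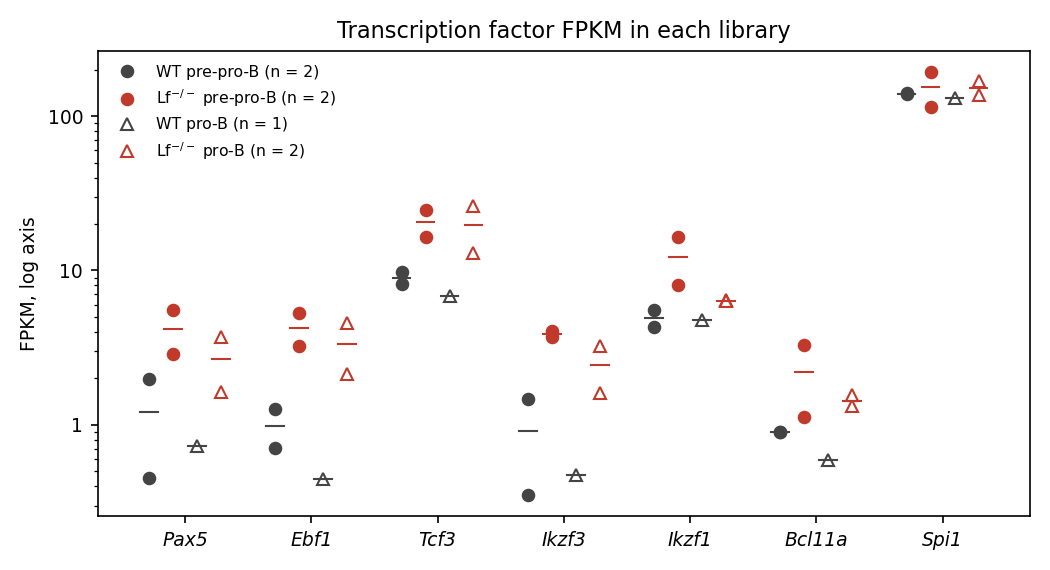
FPKM (log axis) of 7 transcription factor genes, with one point per library, the mean as a short line, WT in grey, Lf−/− in red, pre-pro-B as filled circles and pro-B as open triangles. Pax5, Ebf1 and Tcf3 lie higher in both Lf−/− libraries than in the WT libraries of the same stage, while the Lf−/− pre-pro-B values of Spi1, 115 and 193 FPKM, lie on both sides of the WT values.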

Expression levels of *Pax5*, *Ebf1* and *Tcf3* in *Lf*^*−/−*^ pre-pro-B and pro-B cells were higher than WT (Additional file 4 Fig. S3F, Additional file 5 Fig. S4E).

In another side, in vivo bone marrow transplantation experiment revealed that lactoferrin deficiency in bone marrow microenvironment retards the transition from pre-pro-B to pro-B stage (Fig. 1k). So, the dysregulation of early B cell development in lactoferrin-deficient mice is both cell autonomous and is associated with bone marrow microenvironment.

Proportion of stromal cells in *Lf*^*−/−*^ bone marrow were decreased significantly comparing to WT (Fig. 2a). CXCL12 expressions were significantly lower in *Lf*^*−/−*^ bone marrow stromal cells but not the IL-7 expressions (Fig. 2b–d). Lactoferrin can modulate *Cxcl12* expression in mouse stromal cell OP9 (Additional file 6 Fig. S5A, B); and CXCL12 protein promoted early B cell differentiation (Fig. 2e). CXCL12 modulate the differentiation of lymphocytes by binding to its receptor CXCR4 [7]. Expression of CXCR4 in B cells isolated from *Lf*^*−/−*^ mice bone marrow was higher than WT (Fig. 2f, Additional file 6 Fig. S5C). CXCR4 inhibitor suppressed B cells differentiation, while CXCL12 can promote it (Fig. 2g). The CXCL12-CXCR4 axis transmits signals through MAPK and AKT signalings [8]. CXCR4 inhibitor reduced the phosphorylation levels of AKT and ERK, whereas CXCL12 increased them (Fig. 2h, Additional file 6 Fig. S5D). AKT or ERK inhibitors suppressed B cell differentiation, while CXCL12 can reverse their effects (Fig. 2i). So, *Lf*^*−/−*^ mouse bone marrow stromal cells were not conducive to the early B cell development compared with WT controls (Fig. 2j).

**Fig. 2:**
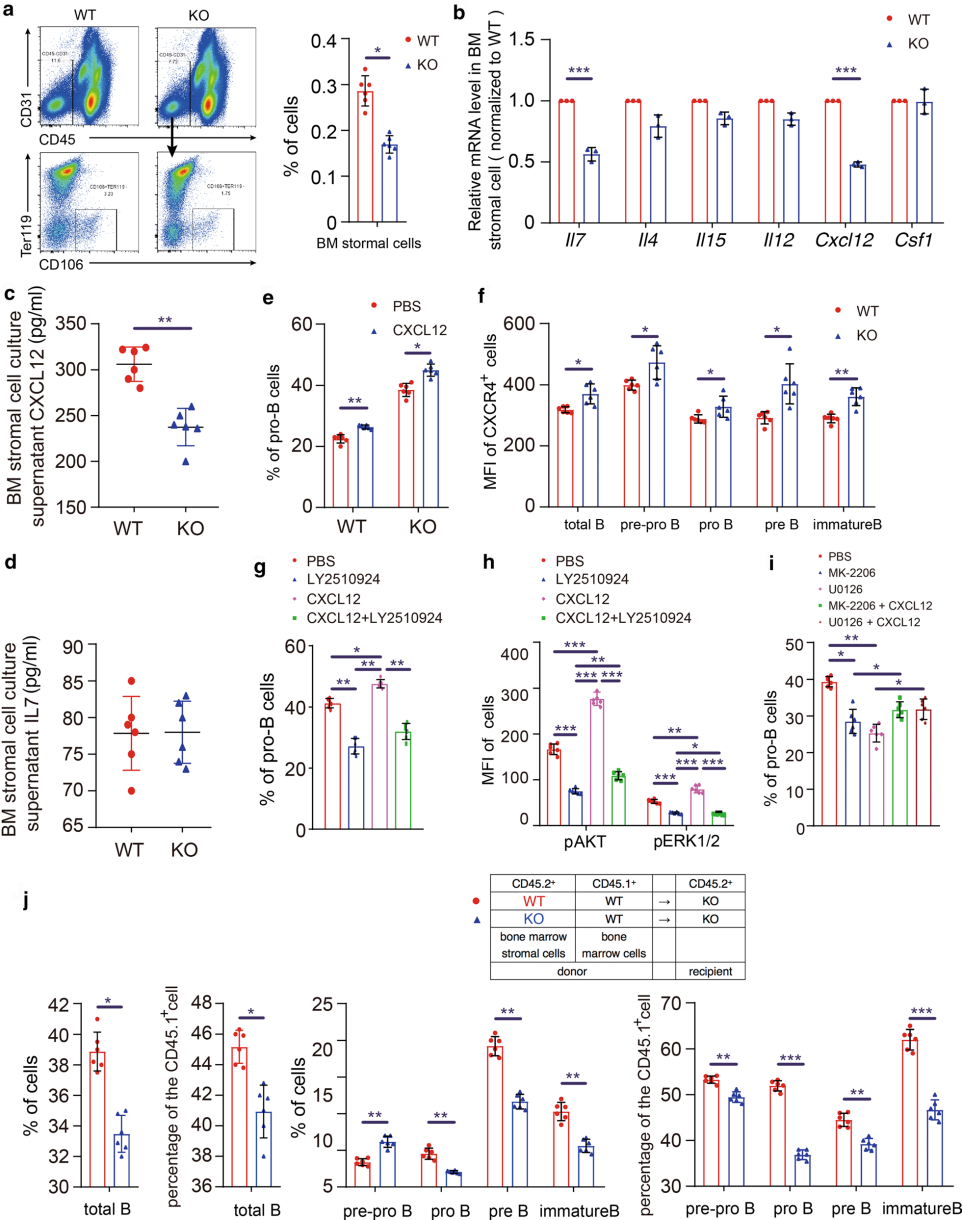
Lactoferrin deficiency reduces the proportion of stromal cells in the bone marrow microenvironment and decreases CXCL12 expression to inhibit the early development of B cells. **a** Cells were isolated from the bone marrow of *Lf*^*−/−*^ mice and WT littermates. Frequencies of bone marrow stromal cells (CD45^−^CD31^−^TER119^−^CD106^+^) were identified by flow cytometry. Representative data from 11 specimens each group are shown. **b** Expression levels of some factors in bone marrow stromal cells sorting from WT and *Lf*^*−/−*^ mice were determined by RT-qPCR. n = 3. **c**, **d** ELISA was performed for CXCL12 and IL7 of the supernatant of bone marrow stromal cells (isolated from WT and *Lf*^*−/−*^ mice). **e** In vitro differentiation experiment: bone marrow cells from *Lf*^*−/−*^ or WT mice were added in 12-well plates, with CXCL12 recombinant protein (10 ng/ml), or PBS as control, for 9 days. The proportions of pro-B cells generated from the bone marrow cells were then determined by flow cytometric analysis. **f** Different stages of B cells were isolated from the WT and *Lf*^*−/−*^ mouse bone marrow cells, and the surface expression of CXCR4 in each stage of B cells was determined by flow cytometric analysis. Each group has six mice. **g, h** In vitro differentiation experiment: bone marrow cells from *Lf*^*−/−*^ mice were added in 12-well plates at 5 × 10^4^ cells per well, with (1) PBS, or (2) LY2510924 (10 ng/ml), or (3) CXCL12 recombinant protein (10 ng/ml), or (4) LY2510924 (10 ng/ml) and CXCL12 recombinant protein (10 ng/ml), for 9 days. Each group has six specimens. The proportions of pro-B cells (**g**) and the phosphorylation levels of AKT and ERK in total B cells (**h**) generated from the bone marrow cells were then determined by flow cytometric analysis. **i** In vitro differentiation experiment: bone marrow cells from *Lf*^*−/−*^ mice were added in 12-well plates at 5 × 10^4^ cells per well, with (1) PBS, or (2) MK-2206 2HCL (10 ng/ml), or (3) U0126-EtOH (10 ng/ml), or (4) MK-2206 2HCL (10 ng/ml) and CXCL12 (10 ng/ml), or (5) U0126-EtOH (10 ng/ml) and CXCL12 (10 ng/ml), for 9 days. The proportions of pro-B cells generated from the bone marrow cells were then determined by flow cytometric analysis. **j** Bone marrow stromal cells transplantation experiment: bone marrow stromal cells from WT or *Lf*^*−/−*^mice (CD45.2^+^) were mixed with bone marrow cells from WT (CD45.1^+^) mice at a ratio of 1:3, and then the mixed cells were transplanted into the irradiated lethal *Lf*^−/−^ mice (CD45.2^+^). After 6 weeks, the recipient mice were killed to prepare the bone marrow single-cell suspension, and the B cell proportion of each stage of B cell differentiation was analyzed by flow cytometry

Dysregulation of difference type B cells were observed in the spleen of *Lf*^*−/−*^ mice comparing to WT (Additional file 7 Fig. S6A, B). Under the stimulation of TD and TI antigens, lactoferrin deficiency led to a decrease in proportion of total, follicular and T1 B cells (Additional file 7 Fig. S6C). The TNP-specific IgM and IgG2a, 2b responses were higher in *Lf*^*−/−*^ mice (Additional file 7 Fig. S6D, E).

Systemic lupus erythematosus (SLE) is associated with a number of immunomodulatory abnormalities including B cell dysfunction [9]. In a pristane-induced SLE mouse model, the degree of injury to the glomerular filtration barrier, kidney damage, glomerular deposits of IgG antibodies, serum levels of IgM and IgG2b, amounts of anti-dsDNA total IgM and IgG in WT mice was lower than that in *Lf*^*−/−*^ mice, and oral lactoferrin treatment alleviated the symptoms (Additional file 8 Fig S7). Lactoferrin plays a protective role in the SLE model.

In conclusion, this study demonstrates that lactoferrin is required for the early development of B cells in C57BL/6 mice by regulating the microenvironment of bone marrow stroma through CXCL12 release. *Lf*^*−/−*^ mice had more severe symptoms in a SLE model, which can be alleviated by oral administration of lactoferrin, and that was related to the dysfunction of B cells induced by lactoferrin deficiency. Lactoferrin may be applied in preventative medicine or nutrition supplies for B cell-related diseases.

## Supplementary Information

**Additional file 1:** Methods.

**Additional file 2: Fig. S1.** Representative flow analysis diagrams for analysis of the different hematopoietic cells.

**Additional file 3: Fig. S2.** Representative flow analysis diagrams of in vivo bone marrow transplantation experiment.

**Additional file 4: Fig. S3.** Lactoferrin deficiency alters genes expression profile and key pathways in pre-pro-B cells.

**Additional file 5: Fig. S4.** Lactoferrin deficiency alters genes expression profile and key pathways in pro-B cells.

**Additional file 6: Fig. S5.** Effect of lactoferrin deficiency on Cxcl2 expression.

**Additional file 7: Fig. S6.** Lactoferrin deficiency affects the proportion of splenic B cells subclasses and antibody production in B cells.

**Additional file 8: Fig. S7.** Lactoferrin deficiency promotes the progression of SLE in mice.

**Additional file 9: Table S1.** Information on the antibodies used in FACS or mice experiments.

**Additional file 10: Table S2.** Antibodies information for ELISA.

**Additional file 11: Table S3.** Primer sequences used for qPCR.

## Data Availability

All data generated or analyzed during this study are included in this published article. The RNA-seq raw expression files and details have been deposited in NCBI GEO under accession number GSE163097.

## Abbreviations

CLP: Common lymphoid progenitor
CMP: Common myeloid progenitor
ELISA: Enzyme-linked immunosorbent assay
HSC: Hematopoietic stem cell
LF: Lactoferrin
SLE: Systemic lupus erythematosus
TI: T cell independent
TD: T cell dependent
WT: Wild type

# Supplementary material for: Lactoferrin is required for early B cell development in C57BL/6 mice
**Source:** J Hematol Oncol. 2021 Apr 7;14:58. doi: 10.1186/s13045-021-01074-6
**Supplement:** Supplementary file 1 — Additional file 1: Methods.

# Lactoferrin is required for early B cell development in C57BL/6 mice

## Additional Files

### Additional file 1. Methods

#### *Mice*

The generation of *lactoferrin* knockout mice ( $Lf^{-/-}$ ) was previously reported by our group [1]. We maintained  $Lf^{-/-}$  mice on a C57B/L6 background and all mice were housed in a specific pathogen-free facility, and age matched littermates were used as controls in this study. This study was carried out in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals (National Institutes of Health Publications No. 8023, revised 1978). The protocol was approved by the Animal Ethics Committee of Central South University (China). All surgeries were performed under sodium pentobarbital anesthesia, and all efforts were made to minimize animal suffering.

#### *Isolation of mononuclear cells*

Isolation of mononuclear cells were previously described [2].

#### *Flow cytometry analysis and sorting*

Flow cytometry analysis and sorting were previously described [3]. The following fluorescein-conjugated anti-mouse antibodies ([Additional file 9 Table S1](#) for antibodies information) were used.

#### *In vitro B cell differentiation experiment*

Purified pre-pro-B cells from  $Lf^{-/-}$  and WT mice were added in 12-well plates at  $5 \times 10^4$  cells per well and cocultured on OP9 stromal cells in the presence of IL-7 (10 ng/mL), SCF (5ng/mL), and Flt3L (5 ng/mL) (PeproTech, NJ, USA) for 9 days. The frequencies of pro-B cells generated were then determined by flow cytometric analysis.

### ***In vivo bone marrow transplantation experiment***

(1) *Bone marrow cell transplantation experiment* (for Fig. 1J, K): two genetic backgrounds bone marrow cells were mixed at a 1:1 ratio, one was from CD45.2<sup>+</sup> mice, the another was from syngenic mice (CD45.1<sup>+</sup>). The recipient mice (either CD45.1<sup>+</sup> or CD45.2<sup>+</sup>) were irradiated in fractionated doses (5Gy×2), and 16 hours later, the mice were injected with mixed cells (2×10<sup>6</sup> cells).

(2) *Bone marrow stromal cell transplantation experiment* (for Fig. 2J): CD45.2<sup>+</sup> WT or *Lf*<sup>-/-</sup> mice bone marrow stromal cells were mixed with CD45.1<sup>+</sup> WT mice bone marrow cells at a 3:1 ratio. The recipient *Lf*<sup>-/-</sup> mice (CD45.2<sup>+</sup>) were irradiated in fractionated doses (5Gy×2), and 16 hours later, the mice were injected with mixed cells (2×10<sup>6</sup> cells).

After 6 weeks, the recipient mice were sacrificed to prepare the bone marrow single-cell suspension, and the B cell proportion of each stage of B cell differentiation was analyzed by flow cytometry.

### ***T cell-independent (TI) and T cell-dependent (TD) antibody immunization***

(1) *TI antibody immunization*: mice were intraperitoneal injected (i.p.) with 50 µg TNP-Ficoll (Biosearch Technologies, CA, USA). Mice serum samples at day 0, 3, 7 and 10 post-immunization were analyzed by ELISA for determination of TNP-specific immune-globulins.

(2) *TD antibody immunization*: mice were i.p. with 100 µg TNP-KLH (Biosearch Technologies), and i.p. with same dose of TNP- KLH at days 14 for secondary immunization. Mice serum samples at days 0, 7, 14 and 28 post-immunization were analyzed by ELISA for determination of TNP-specific immune-globulins.

### ***Pristane-induced SLE mouse model***

Female *Lf*<sup>-/-</sup> or WT mice were randomly divided into three groups: (1) normal control group mice received 0.5 ml of saline solution (0.9% NaCl); (2) SLE group: mice received a single dose of 0.5 ml of pristane (Sigma-Aldrich, MO, USA); (3)

lactoferrin treatment group mice received 0.5 ml of pristane once and received daily lactoferrin (200 mg/kg bodyweight, dissolved in water, Sigma-Aldrich) for six months. Then mouse urine was collected every other month and the urine protein content was measured using the Albustix test paper (Bayer, Germany). Six months later, all mice were sacrificed and the kidneys were removed for morphometrical, immunofluorescence and biochemical analysis.

### ***Enzyme-linked immunosorbent assay (ELISA)***

ELISA was previously described [4]. [Additional file 10 Table S2](#) for antibodies information.

### ***Immunofluorescence***

After fixed and washed with acetone, the mouse kidney frozen sections were incubated with FITC-goat anti-mouse IgG (Kangwei, Beijing, China) in dark for 30 minutes, and the sealed slices were observed under a fluorescence microscope.

### ***Reverse transcription and quantitative real-time PCR***

RT-qPCR was previously described [2]. All reported results were the average ratios of three independent experiments. The primers used for qPCR are listed in [Additional file 11 Table S3](#).

### ***RNA sequencing***

The pre-pro-B cells and pro-B cells were isolated from the WT and *Lf*<sup>-/-</sup> mice (each group has three mice) by flow cytometry. Then the cell RNA was sequenced by the NovaSeq 6000 high-throughput sequencing service (Jingneng, Shanghai, China). Data were extracted and normalized according to the manufacturer's standard protocol. The RNA-seq raw expression files and details have been deposited in NCBI GEO under accession number GSE163097. Log-fold changes of up- or downregulated genes in *Lf*<sup>-/-</sup> mice were selected with a significance threshold of  $p < 0.05$ . GO enrichment and KEGG pathway enrichment analysis of differently expressed genes were,

respectively, performed using R based on the hypergeometric distribution.

Hierarchical cluster analysis of differently expressed genes was performed to explore genes expression pattern.

### ***Statistical analysis***

Statistical analysis was performed using SPSS17.0 and GraphPad Prism 8, with Student's t test used for two-group comparisons and one-way analysis of variance (ANOVA) for multigroup analyses. Data were presented as means  $\pm$  SEM of replicate experiments. The differences were considered statistically significant at  $P < 0.05$  (\* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ ).

### **References**

1. Ye Q, Zheng Y, Fan S, Qin Z, Li N, Tang A, Ai F, Zhang X, Bian Y, Dang W, et al: Lactoferrin deficiency promotes colitis-associated colorectal dysplasia in mice. *PLoS One* 2014, 9:e103298.
2. Wei L, Zhang X, Wang J, Ye Q, Zheng X, Peng Q, Zheng Y, Liu P, Zhang X, Li Z, et al: Lactoferrin deficiency induces a pro-metastatic tumor microenvironment through recruiting myeloid-derived suppressor cells in mice. *Oncogene* 2020, 39:122-135.
3. Li Z, Wang J, Zhang X, Liu P, Zhang X, Wang J, Zheng X, Wei L, Peng Q, Liu C, et al: Proinflammatory S100A8 Induces PD-L1 Expression in Macrophages, Mediating Tumor Immune Escape. *J Immunol* 2020, 204:2589-2599.
4. Zhang X, Wei L, Wang J, Qin Z, Wang J, Lu Y, Zheng X, Peng Q, Ye Q, Ai F, et al: Suppression Colitis and Colitis-Associated Colon Cancer by Anti-S100a9 Antibody in Mice. *Front Immunol* 2017, 8:1774.

# Supplementary material for: Lactoferrin is required for early B cell development in C57BL/6 mice
**Source:** J Hematol Oncol. 2021 Apr 7;14:58. doi: 10.1186/s13045-021-01074-6
**Supplement:** Supplementary file 2 — Additional file 2: Fig. S1. Representative flow analysis diagrams for analysis of the different hematopoietic cells.

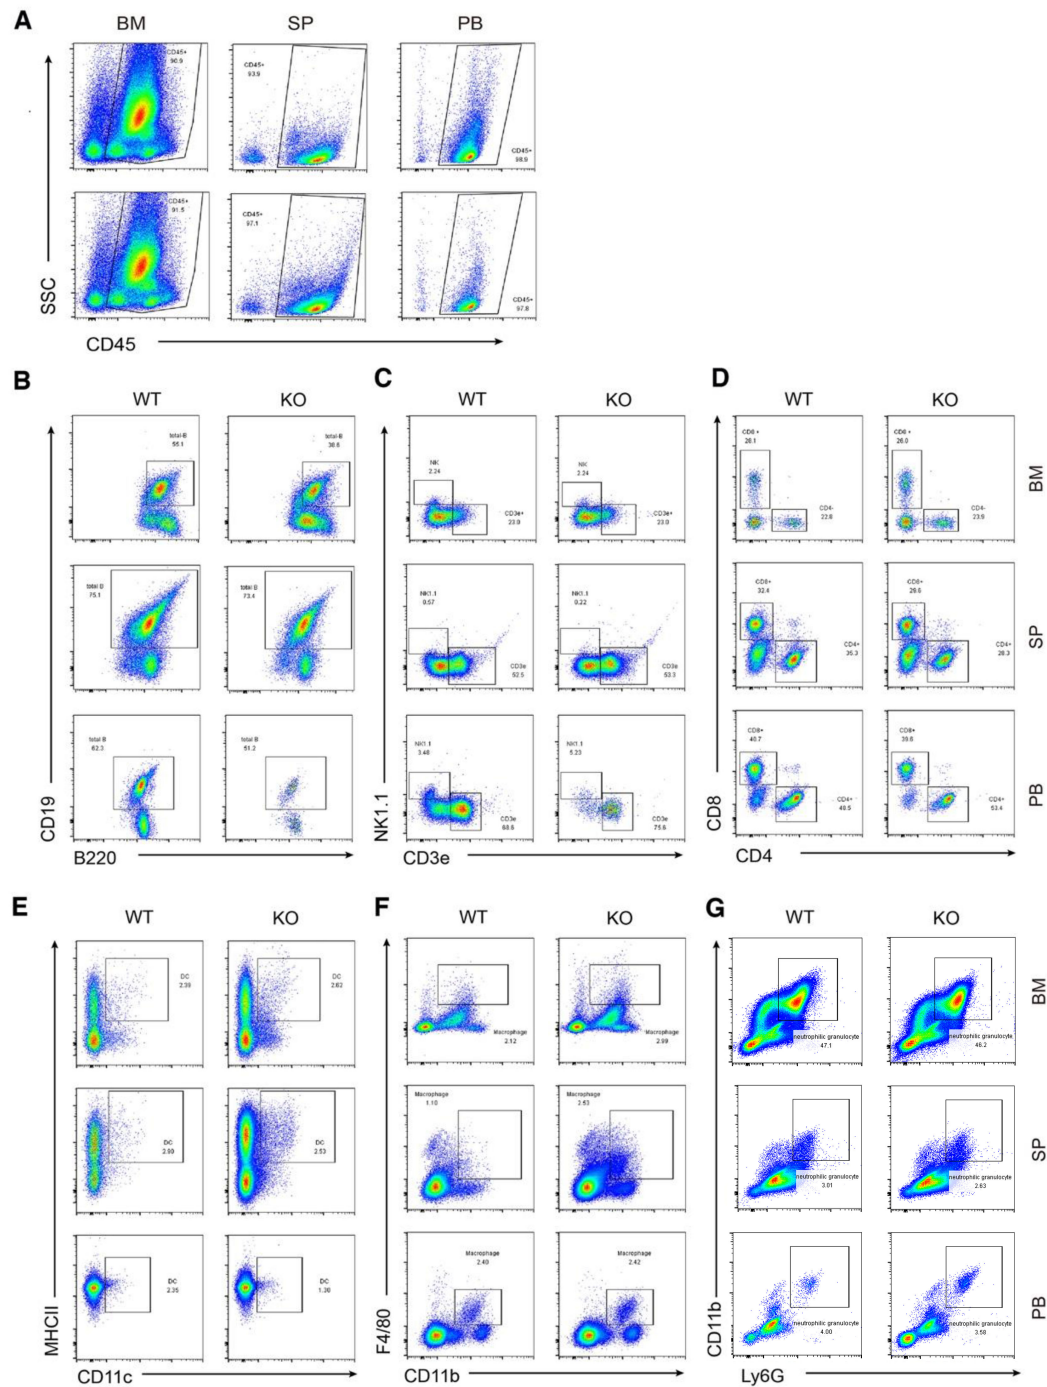

**Additional file 2. Fig. S1. Representative flow analysis diagrams for analysis of the different hematopoietic cells** (supplementary for Fig. 1). Cells were isolated from the bone marrow (BM), peripheral blood (PB) and spleens (SP) of *Lf*<sup>-/-</sup> mice and WT littermates. **(A)** CD45<sup>+</sup> cells, **(B)** total B cells (CD19<sup>+</sup>B220<sup>+</sup>), **(C)** total T cells (CD3e<sup>+</sup>), NK cells (NK1.1<sup>+</sup>), **(D)** CD4<sup>+</sup>T cells, CD8<sup>+</sup>T cells, **(E)** DC (MHCII<sup>+</sup>CD11c<sup>+</sup>), **(F)** macrophage (F4/80<sup>+</sup>CD11b<sup>+</sup>), **(G)** neutrophil granulocytes (CD11b<sup>+</sup>Ly6G<sup>+</sup>).

# Supplementary material for: Lactoferrin is required for early B cell development in C57BL/6 mice
**Source:** J Hematol Oncol. 2021 Apr 7;14:58. doi: 10.1186/s13045-021-01074-6
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S2. Representative flow analysis diagrams of in vivo bone marrow transplantation experiment.

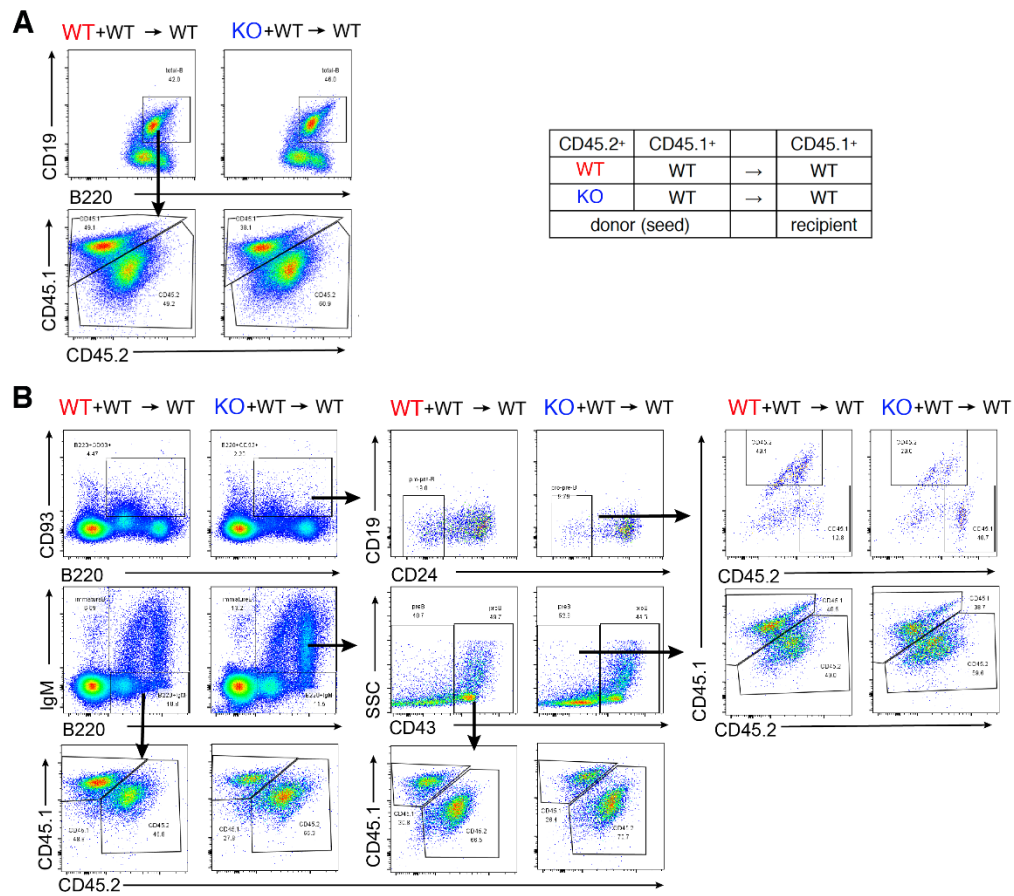

**Additional file 3. Fig. S2. Representative flow analysis diagrams of *in vivo* bone marrow transplantation experiment (supplementary for Fig. 1J).**

# Supplementary material for: Lactoferrin is required for early B cell development in C57BL/6 mice
**Source:** J Hematol Oncol. 2021 Apr 7;14:58. doi: 10.1186/s13045-021-01074-6
**Supplement:** Supplementary file 4 — Additional file 4: Fig. S3. Lactoferrin deficiency alters genes expression profile and key pathways in pre-pro-B cells.

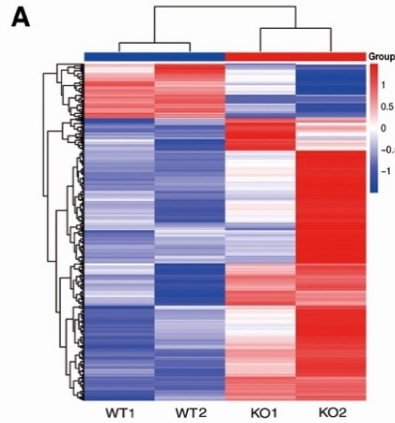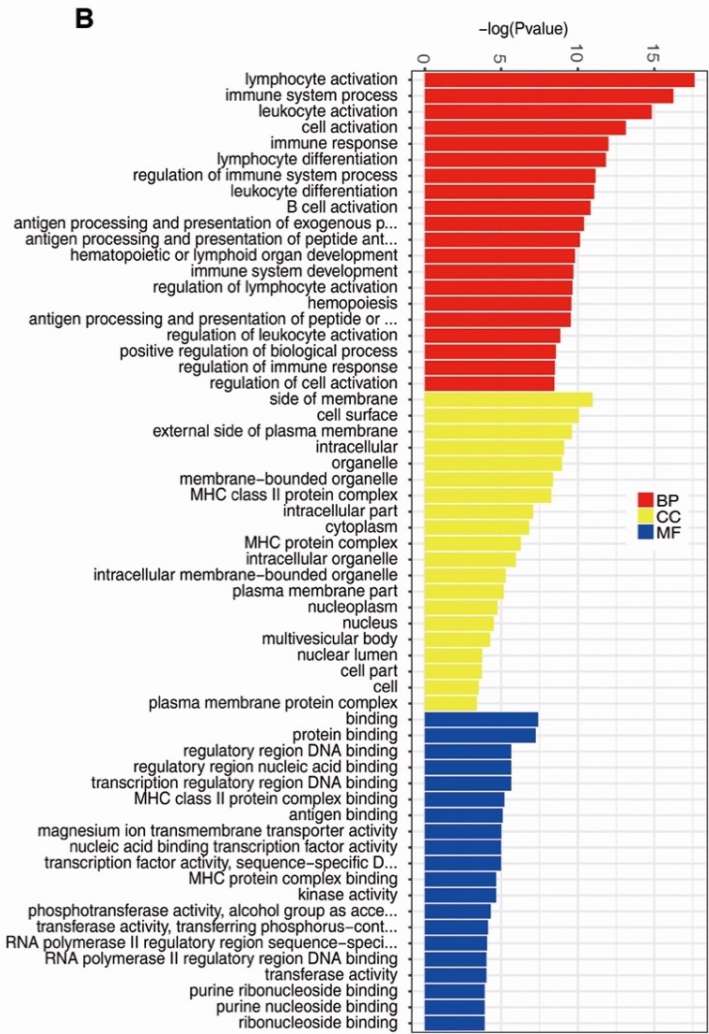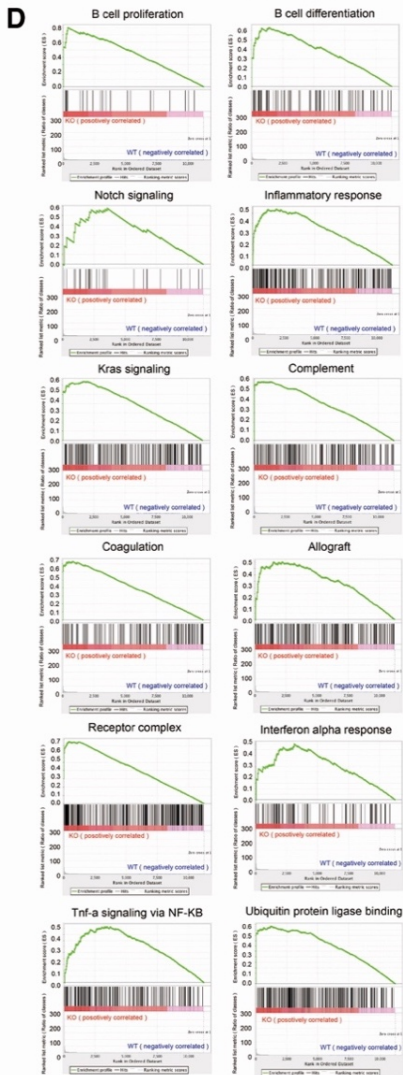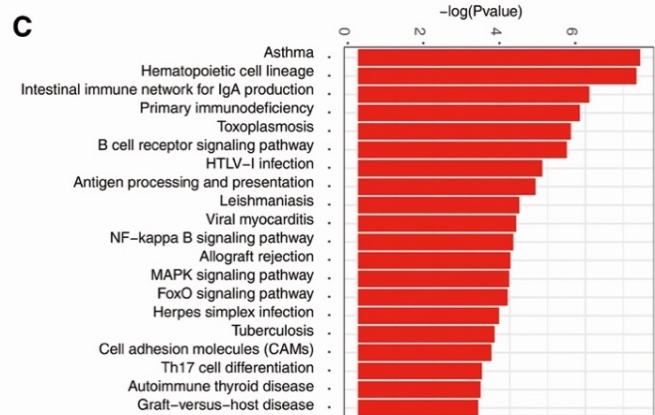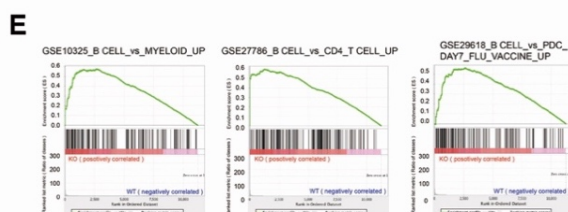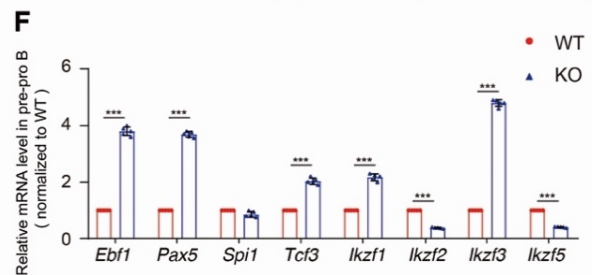

**Additional file 4 Fig. S3. Lactoferrin deficiency alters genes expression profile and key pathways in pre-pro-B cells.** **(A)** Hierarchical clustering of transcripts that were upregulated or downregulated in pre-pro-B cells of *Lf*<sup>-/-</sup> mice comparing to that of WT controls, with two repeats. **(B)** GO enrichment analysis was used to analyze the biological functions of the differently expressed genes between WT and *Lf*<sup>-/-</sup> pre-pro-B cells. The category includes biological process (BP), cellular component (CC) and molecular function (MF). The y-axis is enrichment score, and the x-axis is enriched GOs. **(C)** KEGG pathways related to the differently expressed genes between WT and *Lf*<sup>-/-</sup> pre-pro-B cells. The top 20 positively enriched pathways were shown in histogram. **(D)** Gene sets difference between WT and *Lf*<sup>-/-</sup> pre-pro-B cells revealed by GSEA. 12 representative enriched biological pathway gene sets were listed here. **(E)** Expression spectrum data of mice were analyzed with GSEA of 4872 immunologic signatures sets, and the listed is the top gene sets enriched in *Lf*<sup>-/-</sup> pre-pro-B cells comparing to WT control. **(F)** The expression levels of a panel of B cell development-related transcription factors in WT and *Lf*<sup>-/-</sup> pre-pro-B cells were determined by RT-qPCR.

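Among the genes of Lf−/− pre-pro-B cells with an unadjusted p under 0.05 and no overlap between the genotypes, the 5 largest rises were Lars2, Ighv8-5, Gm8210, Ighv5-9 and Gm13841, and the 5 largest falls were Ighv1-20, Ighv1-84, Ltf, Gm20634 and Rpl29. Ltf fell by 4.39 on the log2 scale (standard error 0.47, adjusted p = 0.429 from limma). With each library left out in turn, its log2 fold change lay between -4.76 and -4.01. Lars2 (chromosome 9 of GRCm38, 123366927 to 123462666) had the lowest adjusted p of all genes, with 0.241 ± 0.0603 FPKM (SD, n = 2) in WT and 56.4 ± 16.0 FPKM (SD, n = 2) in Lf−/− pre-pro-B cells, a log2 fold change of 5.504 (standard error 0.46). Its values in pro-B cells were 0.0818 FPKM in WT and 0.185 and 7.91 FPKM in the Lf−/− libraries.

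Gm8210 and Gm13841 are annotated as processed pseudogenes, and both match the transcript of Rpl29 over 483 bases with 99.4% identity, so the authors' counting could have split reads between the 3 genes. Gm8210 rose from 4.53 ± 0.614 to 112 ± 60.4 FPKM and Gm13841 from 7.22 ± 0.428 to 134 ± 52.4 FPKM, while Rpl29 (chromosome 9, 106429454 to 106431568) fell from 105 ± 42.7 to 13.01 ± 6.07 FPKM. Their log2 fold changes were 4.25, 3.98 and -2.93. Gm20634, annotated as a processed transcript, was at 33.6 and 5.35 FPKM in WT and at 2.63 and 0.0354 FPKM in Lf−/− cells. The Ighv genes are variable segments of the immunoglobulin heavy chain on chromosome 12, a family of similar sequences. Ighv8-5 was at 0.586 and 0.0863 FPKM in WT and at 62.8 and 9.44 FPKM in Lf−/− cells, and Ighv5-9 at 1.33 and 1.58 FPKM compared with 168 and 9.56 FPKM. Ighv1-20 was at 99.4 and 64.5 FPKM in WT, at 4.76 FPKM in Lf−/− replicate 1 and listed at 0 in replicate 2. Ighv1-84 was at 117 and 154 FPKM in WT, at 21.1 FPKM in replicate 1 and listed at 0 in replicate 2. The 2 WT libraries differed from each other by a median of 1.17 on the log2 scale over 222 variable segments, compared with 0.26 over all genes.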

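The gene set collections behind Fig. S3 were not used here, and lists written by hand stand in for them. In limma's camera test over the 4 pre-pro-B libraries, the early B lineage list had a median log2 fold change of 1.76 over 20 expressed genes, all of them higher in Lf−/− cells (adjusted p = 2.19e-18). Its members with the largest change were Cd79b, Cd72 and Cd79a, with log2 fold changes of 2.73, 2.498 and 2.41. The mature B cell list had a median of 1.72, with 16 of 17 genes higher (adjusted p = 1.71e-11), and was led by Fcmr (3.28), Ighd (3.14) and Ms4a1 (2.74). The MHC class II list had a median of 1.48, with 10 of 10 genes higher (adjusted p = 2.24e-09), and the B cell receptor signaling list a median of 0.63, with 16 of 22 genes higher (adjusted p = 4.78e-06). When the correlation between genes was estimated for each list, the adjusted p of each of these 4 lists was 0.194, so they did not pass. That was the highest value over the alternatives run, and the lowest were 1.54e-20, 5.31e-15, 7.80e-11 and 2.82e-08. The median of the early B lineage, mature B cell and MHC class II lists lay above that of every one of 10000 random lists matched on expression, and it still did with each library left out in turn.

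The immediate early, TNF signaling via NF-kB, MAPK signaling and p53 pathway lists were also higher in Lf−/− cells, with medians of 0.47, 0.54, 0.34 and 0.48 and adjusted p of 0.00231, 0.00253, 0.00216 and 0.0339. The neutrophil granule list was lower, with a median of -0.38 and 0 of 18 genes higher (adjusted p = 0.00253), as was the monocyte and macrophage list, with a median of -0.31 (adjusted p = 0.0453) that became 0.10 without Lf−/− pre-pro-B replicate 1. Among random lists, the immediate early, TNF signaling via NF-kB and p53 pathway lists lay above the middle 95%, at percentiles 99.8, 99.88 and 98.47, while the MAPK signaling (96.5), neutrophil granule (2.77) and monocyte and macrophage lists (3.54) lay within it. These places changed with a library left out. The immediate early list lay within it without Lf−/− replicate 1 (97.28). The TNF signaling via NF-kB (91.22) and p53 pathway lists (91.4) did so without WT replicate 2. Without Lf−/− replicate 2, the MAPK signaling list lay above it (99), and the neutrophil granule (0.07) and monocyte and macrophage lists (0) below it. Estimating the correlation between genes raised the adjusted p of all 6 of these lists above 0.05. Without a filter, also chosen after seeing the data, the neutrophil granule (adjusted p = 0.0792) and monocyte and macrophage lists (0.214) did not pass, nor did the latter with the replicate number as a block (0.196). The interferon alpha response (median 0.15, adjusted p = 0.494), Notch signaling (-0.43, adjusted p = 0.728), complement (-0.18, adjusted p = 0.330) and coagulation lists (-0.81, adjusted p = 0.0971) did not pass, but the coagulation list did without a filter (median -0.076, adjusted p = 0.0165) and lay below the middle 95% of random lists with it (percentile 2.27). Of the 7 expressed genes of the Notch signaling list, 2 were higher in Lf−/− cells.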

# Supplementary material for: Lactoferrin is required for early B cell development in C57BL/6 mice
**Source:** J Hematol Oncol. 2021 Apr 7;14:58. doi: 10.1186/s13045-021-01074-6
**Supplement:** Supplementary file 5 — Additional file 5: Fig. S4. Lactoferrin deficiency alters genes expression profile and key pathways in pro-B cells.

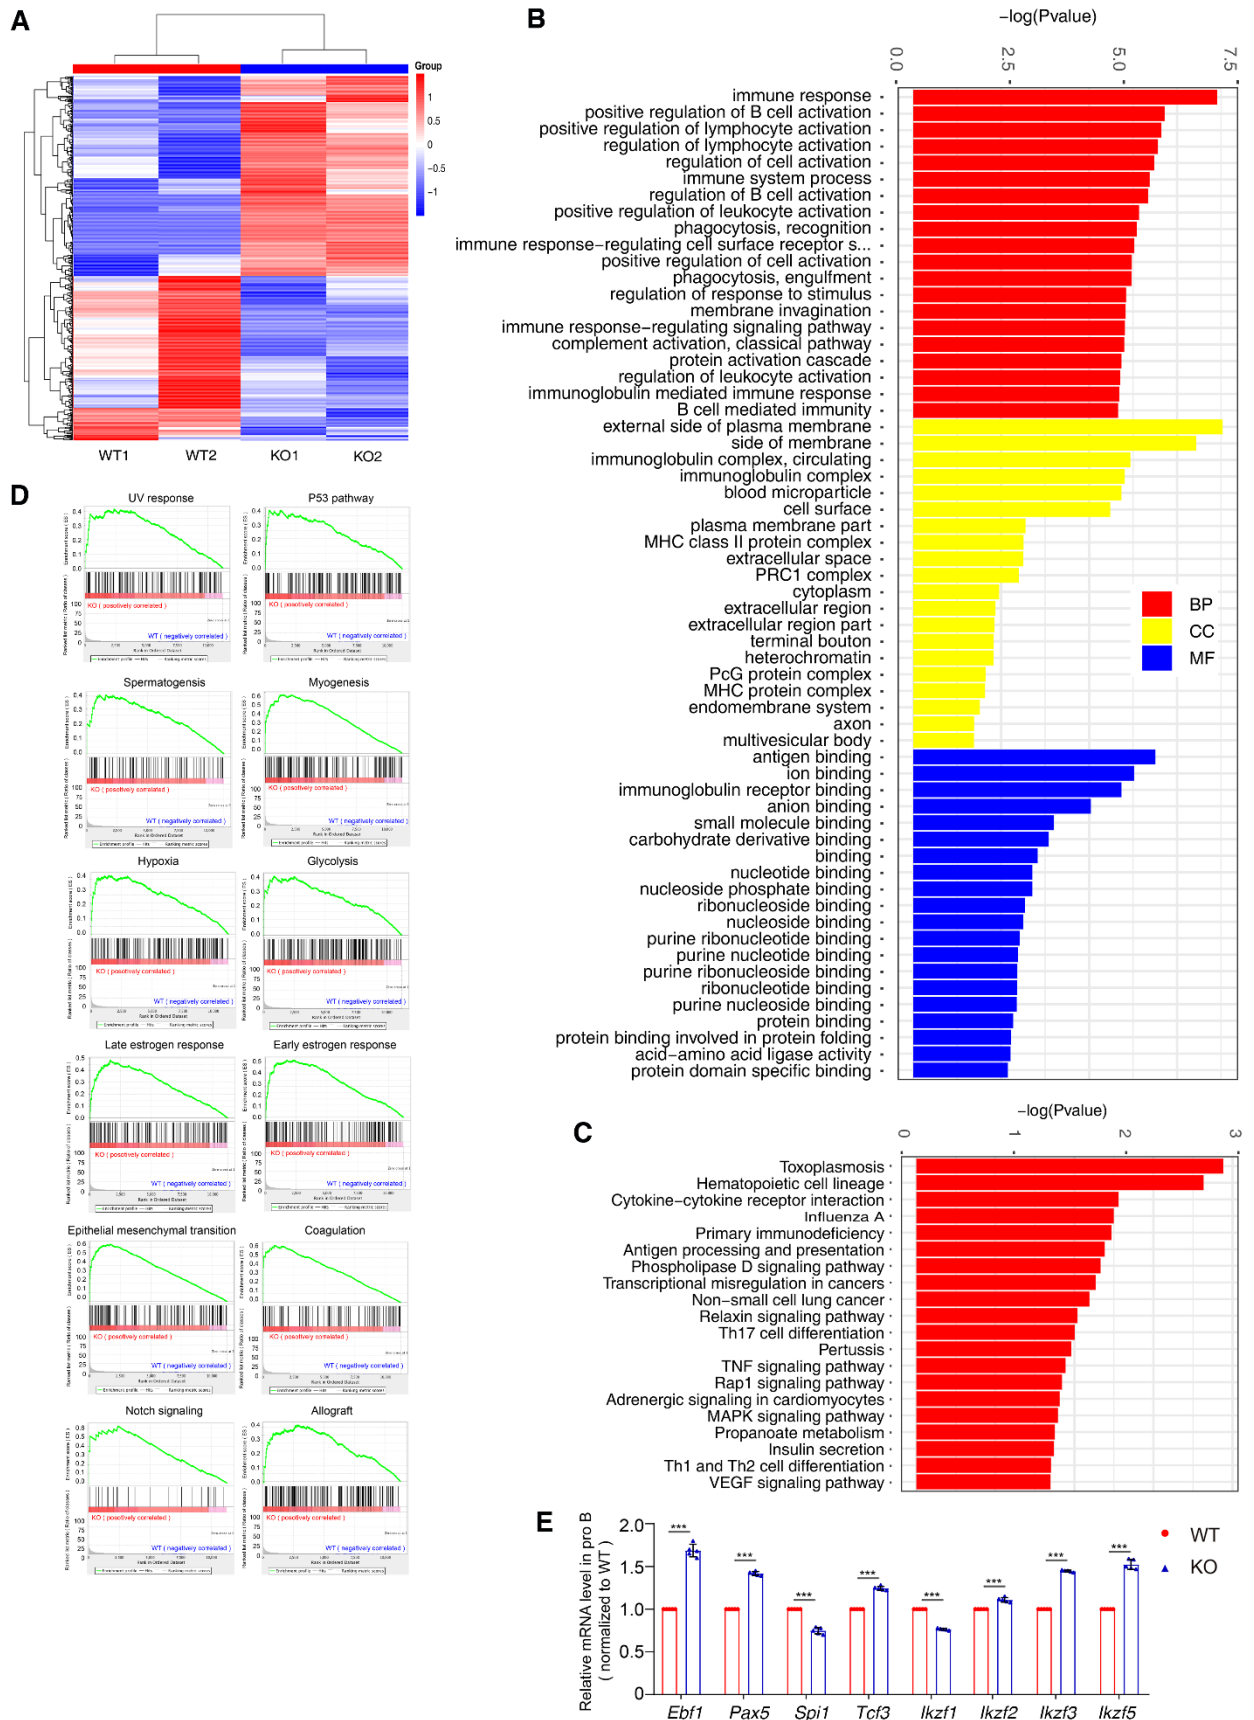

downregulated in pro-B cells of  $Lf^{-/-}$  mice comparing to that of WT controls, with two repeats.

**(B)** GO enrichment analysis was used to analyze the biological functions of the differently expressed genes between WT and  $Lf^{-/-}$  pro-B cells. 

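In pro-B cells, both Lf−/− values lie on the same side of a single WT value for 66.7% of genes by chance, and they did for 82.2% of genes here, for 69.8% with median-ratio scaling and for 69.5% with quantile normalization. Leaving out Lf−/− replicate 1 or 2 gave 1422 and 2138 genes at least 2-fold apart, with 90.4% and 89.8% of them higher. The 3 largest rises were Igkv4-63, Malat1 and Gm10260. Igkv4-63, a variable segment of the immunoglobulin kappa chain (chromosome 6 of GRCm38, 69377944 to 69378472), was at 0.367 FPKM in WT and at 31.7 and 75.6 FPKM in Lf−/− pro-B cells. Malat1 was at 35.4 FPKM in WT pro-B cells and at 1750 and 881 FPKM in Lf−/− pro-B cells, a log2 difference of 5.09, but its values in the WT pre-pro-B libraries, 194 and 1475 FPKM, differed from each other as well. Gm10260 was listed at 0 in WT and was at 19.1 and 32.0 FPKM in Lf−/− pro-B cells, but was at 8.55 FPKM in WT pre-pro-B replicate 1. The 3 largest falls were AC157822.1, CT009486.1 and Igkv4-70. AC157822.1 was at 834 FPKM in WT and at 4.57 and 1.69 FPKM in Lf−/− pro-B cells, but at 3.24 and 0.133 FPKM in the WT pre-pro-B libraries. CT009486.1 was at 44.4 FPKM in WT and listed at 0 in both Lf−/− pro-B libraries, but was at 50.5 FPKM in Lf−/− pre-pro-B replicate 2. Igkv4-70 was at 138 FPKM compared with 2.31 and 4.20 FPKM, and at 1585 and 32.8 FPKM in the WT pre-pro-B libraries. Because these genes were chosen for their distance from one WT library, the differences have no replicate check in WT.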

The category includes biological process (BP), cellular component (CC) and molecular function (MF). The y-axis is enrichment score, and the x-axis is enriched GOs. **(C)** KEGG pathways related to the differently expressed genes between WT and  $Lf^{-/-}$  pro-B cells. The top 20 positively enriched pathways were shown in histogram. **(D)** Gene sets difference between WT and  $Lf^{-/-}$  pro-B cells revealed by GSEA. 12 representative enriched biological pathway gene sets were listed here. 

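In the pro-B libraries, the median log2 difference of each list was set against random lists matched on expression. It was 2.12 for the early B lineage list, 2.09 for the mature B cell list and 2.22 for the MHC class II list, each above every one of 10000 random lists. These 3 lists kept that place with median-ratio scaling, at 1.505, 1.65 and 1.68. Within the early B lineage list, Vpreb2, Vpreb1, Cd79a and Igll1 had the largest differences, of 3.60, 3.54, 3.37 and 3.02. The immediate early list had a median of 1.496, the plasmacytoid dendritic cell list one of 1.508 and the T and NK cell list one of 1.94, each above every random list. In pre-pro-B cells the plasmacytoid dendritic cell list did not pass limma's camera test (adjusted p = 0.157). There it lay at percentile 99.89 of random lists, but at 15.9 without Lf−/− pre-pro-B replicate 2. The B cell receptor signaling list (0.83, percentile 99.9), the TNF signaling via NF-kB list (0.94, percentile 99.99), the interferon alpha response list (0.84, percentile 99.7) and the p53 pathway list (0.79, percentile 98.7) lay above the middle 95% of random lists. The Notch signaling list (0.66, percentile 89.1), the MAPK signaling list (0.60, percentile 74.2), the hypoxia and glycolysis list (0.36, percentile 29.4), the coagulation list (0.33, percentile 27.1) and the complement list (0.34, percentile 9.14) lay within it. Without Lf−/− pro-B replicate 1, the B cell receptor signaling, interferon alpha response and p53 pathway lists lay within it as well, at percentiles 67.1, 88.75 and 38.05, and the complement list lay below it, at 0.46. Without replicate 2, the Notch signaling and MAPK signaling lists lay above it, at percentiles 98.1 and 99.4. The interferon alpha response list lay within it with quantile normalization (percentile 95.1), and the Notch signaling list above it without a filter, an alternative chosen after seeing the data (percentile 97.53). With median-ratio scaling the medians of the hypoxia and glycolysis, coagulation and complement lists became -0.16, -0.18 and -0.24. The neutrophil granule list, with a median of -0.66, lay below every random list, but at percentile 2.71, within the middle 95%, with quantile normalization.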

A gene set with nominal  $p \leq 0.05$  was considered to be significantly enriched. **(E)** The expression levels of a panel of B cell development-related transcription factors in WT and  $Lf^{-/-}$  pro-B cells were determined by RT-qPCR.

# Supplementary material for: Lactoferrin is required for early B cell development in C57BL/6 mice
**Source:** J Hematol Oncol. 2021 Apr 7;14:58. doi: 10.1186/s13045-021-01074-6
**Supplement:** Supplementary file 6 — Additional file 6: Fig. S5. Effect of lactoferrin deficiency on Cxcl2 expression.

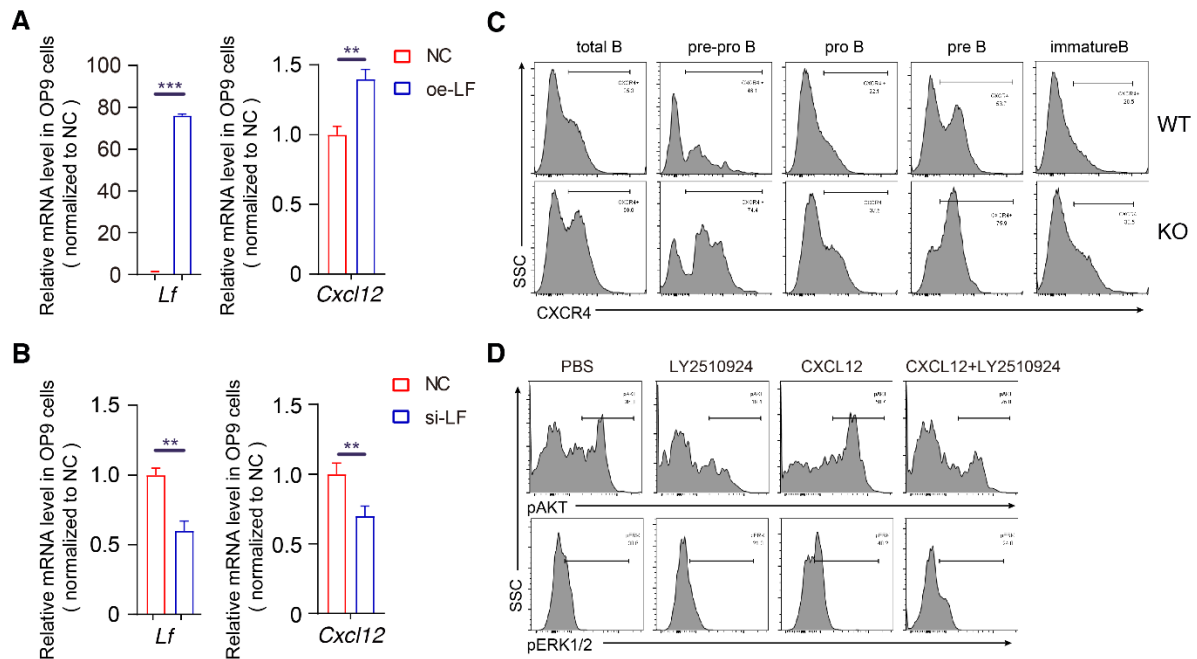

How the deposited data were processed for this re-analysis (not part of the article)

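RNA sequencing of pre-pro-B and pro-B cells from WT and Lf−/− mice was analysed from 7 libraries (2 WT pre-pro-B, 2 Lf−/− pre-pro-B, 1 WT pro-B and 2 Lf−/− pro-B). The authors isolated the cells by flow cytometry, had the RNA sequenced on a NovaSeq instrument and deposited one table per library with one FPKM value per gene. The paper states that the data were normalized by a standard protocol and names no unit, aligner, quantification tool, genome build or annotation. That the deposited values are FPKM was inferred from the values: they are not whole numbers, and their sums differ between libraries. In genes with a single transcript of at least 800 bases, their product with transcript length gathers at a common height, the step, in 6 of the 7 libraries. Whether further steps follow evenly was not tested. If a step is the worth of 1 fragment, its height gives between 10800000 and 15300000 fragments in those libraries, to the nearest 100000. Products below the step occur, so the depths could be higher. A value near 1 FPKM in a short gene still rests on few fragments. The depth of Lf−/− pre-pro-B replicate 2 is unknown, so intervals from counting error cannot be given for its values. They were not calculated for the other libraries.

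Genes were matched by Ensembl identifier to GENCODE M21 on GRCm38 (52403 of 52550 genes), which supplied coordinates, transcript lengths and gene types. Sample groups were taken from the library labels and the paper, and labels were checked against Ltf. Values were transformed to log2(FPKM + 1). In pre-pro-B cells, genes with at least 1 FPKM in at least 2 of the 4 libraries were fitted with limma (version 3.58.1, R 4.3.3) with a mean-variance trend, genotype as the only factor, and two-sided p-values with Benjamini-Hochberg adjustment. In pro-B cells, differences between the mean of the Lf−/− libraries and the WT library were counted where they reached 1 on the log2 scale and both Lf−/− values lay on the same side of the WT value, without a test. Gene lists were written by hand, and all members were matched. Lists with at least 5 expressed members were tested with limma's camera at a fixed inter-gene correlation of 0.01, and their median was placed among 10000 random lists of the same size drawn from 20 bins of mean expression. Correlations across genes compared the genotype difference with the stage difference and between stages, and genes are not independent replicates. The transcripts of Gm8210 and Gm13841 were compared with all protein-coding transcripts of the annotation with blastn 2.17.0. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.

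The gene lists and the rule for the genes named were set before the data were examined. The rule names genes whose expression the paper reports or discusses in these cells, the 5 largest rises and 5 largest falls in pre-pro-B cells among genes past the adjusted threshold (the unadjusted one where fewer than 5 passed, as was the case in both directions) with no overlap between genotypes, the 3 largest rises and 3 largest falls among the genes 2-fold apart in pro-B cells, and at most the 4 members of a reported list with the largest change. Any other gene is said to be chosen after its values were seen.

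The fits were tested on simulated data. Over 9720 genes with 200 of them changed, with the spread of the 4 pre-pro-B libraries, 0% of the changed genes passed an adjusted p of 0.05, 89.0% passed an unadjusted p of 0.05, and 99.5% had the right direction. With the smaller spread between the 2 WT pre-pro-B libraries, assigned to genes at random, 69.0% passed the adjusted threshold with 5 false calls. In both simulations the planted changes were all larger than 2-fold and lay in genes well above the filter. The rates thus do not hold for smaller changes or for low genes. The alternatives tried were all 7 libraries in one fit, the replicate number as a block, median-ratio scaling, quantile normalization, no filter, a filter of at least 1 FPKM in every library, a pseudocount of 0.1, list members above the median level only, Pearson's in place of Spearman's correlation, and each replicate left out in turn. Replicate numbers come from the library labels, which do not say that equal numbers mark the same litter or day. An estimated inter-gene correlation, and lists without a filter, were added after seeing the data. The RT-qPCR, flow cytometry and protein measurements of the paper were not analysed here.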

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

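In what follows, the tests of gene length were chosen before their results were seen, and those of mislabelled samples, neutrophil RNA, plasma cells, mature B cells and scaling after.

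Neutrophil granule genes, which the paper does not discuss for these cells, took at least 27.7% of the summed FPKM in each of the 7 libraries, and 55.4% in the WT pro-B library. S100a8 and S100a9, chosen after their values were seen, together took between 14.6% and 31.6%. A technical explanation is that FPKM favours short genes. After multiplying each value by transcript length, the lowest share was still 25.7%, so gene length does not account for it. An exchange of files between genotypes could not give a high share in every library, so the check of the labels through Ltf, whose highest value in an Lf−/− library was 0.0784 of the lowest value in a WT library, has no bearing on it. RNA from neutrophils in the sorted samples remains a candidate source. The ratio of Ltf to these genes in the WT pro-B library was 0.766 of that in WT pre-pro-B libraries, a test that could not have told this source apart from expression in the B cells themselves. The share also differed between libraries of one group, with 39.6% and 27.7% in Lf−/− pre-pro-B cells.

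Erythroid genes took at least 1.96% of the summed FPKM in every library and up to 15.3% in Lf−/− pre-pro-B replicate 2. The WT pre-pro-B libraries were at 7.06% and 1.96% and Lf−/− pre-pro-B replicate 1 at 3.58%, so the genotypes overlapped. No technical or biological explanation was tested for this list.

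Immunoglobulin variable segments took at least 3.74% of the summed FPKM in each pre-pro-B library, a stage at which the paper does not discuss them. Their mean share was 6.00 ± 2.05% (SD, n = 4 libraries) in pre-pro-B and 1.42 ± 0.498% (SD, n = 3) in pro-B libraries (exact permutation test over 35 splits, two-sided, p = 0.0571). RNA from plasma cells may contribute: the mean share of a list of plasma cell genes was 2.65 times as high in the pre-pro-B as in the pro-B libraries. That ratio rests largely on Jchain alone. Jchain was at 643 and 1302 FPKM in WT and 1509 and 1418 FPKM in Lf−/− pre-pro-B libraries. In pro-B libraries it was at 240 FPKM in WT and at 125 and 523 FPKM in Lf−/−. The rest of the list was not weighed apart from it. The stages overlapped in the share of the list, with 0.110% in WT pre-pro-B replicate 1 and 0.114% in Lf−/− pro-B replicate 2. The library with the highest plasma cell share, Lf−/− pre-pro-B replicate 2 at 0.242%, had the lowest variable segment share of the pre-pro-B libraries. In WT pre-pro-B replicates 1 and 2 and Lf−/− pre-pro-B replicate 1, both shares rose together. Their plasma cell shares were 0.110%, 0.189% and 0.210%, and their variable segment shares 5.28%, 6.36% and 8.61%. The share of plasma cell genes thus does not account for the low variable segment share of Lf−/− pre-pro-B replicate 2, and could go with the differences between the other pre-pro-B libraries. RNA from mature B cells was not borne out, since the mean share of mature B cell genes in pre-pro-B was 0.758 of that in pro-B libraries. A difference between the stages in the cells themselves was not separated from a mixture with plasma cells.

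The median of 4 lists moved one way in both Lf−/− pre-pro-B libraries and the opposite way in both Lf−/− pro-B libraries, a difference that was not tested and rests on 1 WT pro-B library. Over the genes expressed in the 7 libraries, the median log2 difference of the T and NK cell list was -0.39 in pre-pro-B and 1.94 in pro-B cells, that of the complement list -0.18 and 0.34, that of the coagulation list -0.81 and 0.33, and that of the ribosomal protein list -0.13 and 0.18. A technical explanation is the scale of the WT pro-B library, in which all genes together are shifted by 0.48. With median-ratio scaling, the medians of the complement, coagulation and ribosomal protein lists in pro-B became -0.24, -0.18 and -0.47, the direction they had in pre-pro-B cells, so their opposite directions depend on the scaling. That scaling removes a shift of all genes whatever its cause, so it cannot tell which direction holds for these lists. The T and NK cell list stayed at 1.38 in pro-B cells with that scaling. In pre-pro-B cells its direction depended on the genes kept, with a median of 0.97 over the members above the median level. No further explanation was tested for this list.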

How the results depend on the processing

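The count of genes with an adjusted p under 0.05 in pre-pro-B cells stayed at 0 under the alternatives of all 7 libraries in one fit, median-ratio scaling, quantile normalization, no filter, the stricter filter and a pseudocount of 0.1. With the replicate block it was 65. Samples with the same number deviated together with a correlation of 0.0393 across genes between WT and Lf−/− pre-pro-B cells, so the numbers give no sign of a pairing, and the cause of the 65 calls was not tested. The block also gave 532 genes with an unadjusted p under 0.05, of which 45.1% were higher, and 11 lists with an adjusted p under 0.05, compared with 10 without it. Adjusted and unadjusted counts have no leave-one-out value, since an arm is left with 1 library, and the alternative test for counts was not run because the values are not counts.

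The 284 genes with an unadjusted p under 0.05, 68.3% of them higher, became 528 with 56.4% higher when all libraries were fitted together, 441 with quantile normalization, and 649 with 33.1% higher without a filter. With the stricter filter 82.2% were higher, and with a pseudocount of 0.1 84.3%. Median-ratio scaling gave 316 genes, of which 65.2% were higher. The main genes that also passed numbered 275 with all libraries, 249 with quantile normalization and 208 without a filter.

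The count of genes 2-fold apart in pre-pro-B cells, 960, became 363 with the stricter filter and 1786 with a pseudocount of 0.1, and ran from 646 to 4191 genes across the 4 fits that each left out one replicate. The highest came with Lf−/− replicate 2 as the only Lf−/− library. The count in pro-B cells, 1462, became 829 with median-ratio scaling, 833 with quantile normalization, 943 with the stricter filter and 2853 with a pseudocount of 0.1, and ran from 1422 to 2138 across the 2 fits that each left out an Lf−/− replicate. The share of them higher in Lf−/− cells, 91.7%, became 51.5% with median-ratio scaling, 54.5% with quantile normalization and 93.1% with a pseudocount of 0.1, and ran from 89.8% to 90.4% with a replicate left out. Under median-ratio scaling 548 of the 829 genes were also among the 1462.

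In pre-pro-B cells 10 lists had an adjusted p under 0.05, and 0 did with the inter-gene correlation estimated for each list, an alternative chosen after seeing the data (4 lists had an unadjusted p under 0.05). The count under the other alternatives ran from 11 to 12, with testing lists without a filter also chosen after seeing the data. The number of lists outside the middle 95% of random lists, 10 in pre-pro-B and 15 in pro-B cells, ran from 7 to 15 and from 14 to 16 with a replicate left out, and not for the same lists each time. The directions of the early B lineage, mature B cell, MHC class II and B cell receptor signaling lists were the same under each alternative run, in both stages.

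The correlation across genes of the Lf−/− difference in pre-pro-B cells with the WT stage difference, -0.12, became -0.14 with the stricter filter, and ran from -0.18 to 0.094 with an Lf−/− replicate left out, changing sign without Lf−/− pre-pro-B replicate 2. It has no value without a WT pre-pro-B replicate, since both are needed to share no library. The correlation of the Lf−/− differences of the 2 stages, 0.27, became 0.37 with the stricter filter and ran from 0.11 to 0.31 with a replicate left out.

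Spi1 changed sign in pre-pro-B cells with median-ratio scaling (-0.061), with values from -0.28 to 0.46 with a replicate left out, and in pro-B cells with median-ratio scaling (-0.46) and quantile normalization (-0.078). Ikzf1 in pro-B cells changed sign with both (-0.21 and -0.25). In pro-B cells, median-ratio scaling and quantile normalization also turned the medians of the monocyte and macrophage (-0.21 and -0.26), complement (-0.24 for both), coagulation (-0.18 and -0.23), hypoxia and glycolysis (-0.16 and -0.026) and ribosomal protein lists (-0.47 and -0.21). With a replicate left out, the median of the monocyte and macrophage list ran from -0.63 to 0.10 in pre-pro-B and from -0.078 to 0.63 in pro-B cells, and in pre-pro-B cells that of the interferon alpha response list from -0.20 to 0.62, Notch signaling from -0.30 to 0.049 and hypoxia and glycolysis from -0.32 to 0.089. The T and NK cell list turned to 0.97 in pre-pro-B cells over members above the median level. Of the 556 comparisons of a result with an alternative, 449 were unchanged, 14 no longer passed, 9 came to pass, 61 moved by more than the replicate spread and 23 changed sign. The 23 do not cover all lists. Both scalings also turned the pro-B medians of the erythroid (-0.29 and -0.071), cell cycle (-0.19 and -0.13) and variable segment lists (-0.31 and -0.23). With a pre-pro-B replicate left out, the median of the variable segment list ran from -1.48 to 1.12. That of the plasmacytoid dendritic cell list ran from -0.28 to 2.13. Beyond the shift of all genes in pro-B cells, the cause was not tested. The depth limits the low genes, among which Ikzf2, Ikzf5, Cxcl12 and Il7 were below the filter and were not tested.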

Differences from the paper's values

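In Fig. S4A, read by eye, about 55% of the genes the paper called in pro-B cells are higher in Lf−/− cells. The paper called those genes at p under 0.05 with 2 repeats, while the count here is without a test and against 1 WT library. The effect of the other WT library on the share is unknown. Of the genes 2-fold apart here, 91.7% were higher in Lf−/− cells. Among the alternatives set before the data were examined, the value lay within 1.5 times the paper's with median-ratio scaling (51.5%) and quantile normalization (54.5%), both of which also bring the median difference of all genes near 0, and did not with no filter, the stricter filter, a pseudocount of 0.1 or either replicate left out. In Fig. S3A, about 84% of the called genes are higher in Lf−/− pre-pro-B cells, compared with 68.3% here, which is within 1.5 times. A pseudocount of 0.1 gave 84.3% and the stricter filter 82.2%, while the replicate block (45.1%) and no filter (33.1%) lay further away. These pre-pro-B shares are of genes with an unadjusted p under 0.05. Among pre-pro-B genes 2-fold apart, the measure used for pro-B cells, 50.1% were higher (481 higher and 479 lower). With median-ratio scaling that share was 43.8%. Both lie further from the paper's share than 68.3%.

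In pre-pro-B cells (Fig. S3F, read by eye), ratios of Ebf1, Pax5, Tcf3, Ikzf1, Ikzf3 and Spi1 lay within 1.5 times the paper's RT-qPCR. Ebf1 had about 3.8 in the paper and 4.34 here, Pax5 3.7 and 3.465, and Tcf3 2 and 2.29. Ikzf1 had 2.2 and 2.48, and Ikzf3 4.8 and 4.29. Ikzf5, below the filter, had 0.4 and 0.842. Leaving out a replicate opened a gap for Ebf1 (6.03), Pax5 (2.13 and 9.27), Ikzf3 (2.66 and 11.09) and Spi1 (1.38). The paper's RT-qPCR in Fig. S4E, read by eye, gives Lf−/− to WT ratios in pro-B cells that were compared with ratios of mean FPKM. Ebf1 had a ratio of about 1.7 in the paper and 7.52 here. Median-ratio scaling (4.72), quantile normalization (5.22) and leaving out replicate 2 (10.28) did not close the gap. Leaving out Lf−/− pro-B replicate 1 (4.76) closed it only against the SD of both replicates, 3.90, which includes the library left out. Ikzf3 had about 1.4 in the paper and 5.15 here. Median-ratio scaling (3.24), quantile normalization (3.41) and leaving out replicate 2 (6.87) did not close the gap, and leaving out replicate 1 (3.43) closed it only against the SD of both replicates, 2.43. Pax5 had about 1.4 in the paper and 3.65 here, and Tcf3 about 1.2 and 2.87. For both genes, median-ratio scaling (2.29 and 1.80), quantile normalization (2.61 and 1.84) and leaving out replicate 1 (2.23 and 1.91) closed the gap only against the SD of the replicates, since each value was still more than 1.5 times the paper's. For leaving out replicate 1 that SD, 2.00 for Pax5 and 1.36 for Tcf3, includes the library left out. Leaving out replicate 2 (5.06 and 3.83) did not close the gap. Spi1 had about 0.75 in the paper and 1.16 here, and the gap was closed by median-ratio scaling (0.733), quantile normalization (0.947) and leaving out replicate 2 (1.04), but not by leaving out replicate 1. Ikzf1 had about 0.77 in the paper and 1.33 here, with 0.842 under median-ratio scaling and 0.818 under quantile normalization, while leaving out either replicate did not change it.

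In Fig. 1g, read by eye, the Lf mRNA level of WT pro-B cells is about 0.4 of that of WT pre-pro-B cells by RT-qPCR. Here the ratio of FPKM was 1.09, and none of the alternatives set before the data were examined closed the gap (0.970 to 1.44).

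The paper shows gene sets for Notch signaling, complement and coagulation as enriched in Lf−/− pre-pro-B cells (Fig. S3D). The hand-written lists with those names had median log2 fold changes of -0.43, -0.18 and -0.81. Only 7 of 19, 10 of 25 and 5 of 24 of their genes were expressed, so these medians rest on few genes. The coagulation median is the value of Tfpi, near the filter at 1.13 and 1.56 FPKM in WT. Tfpi was at 0.777 FPKM in Lf−/− replicate 1 and listed at 0 in replicate 2, which had fewer genes above 0. Without Lf−/− pre-pro-B replicate 2 the Notch list was at 0.049, and none of the alternatives run gave a positive median for the other lists. For pro-B cells the paper shows hypoxia and coagulation as enriched in Lf−/− cells (Fig. S4D). The lists here had medians of 0.36 and 0.33, below the 0.48 of all genes, at percentiles 29.4 and 27.1 of random lists.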

Other observations

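The tests of a shift towards pro-B cells, of shared differences between replicates, of variable segments within WT, of the pseudogene match and of the region around Ltf were set before their results were seen. The tests of depth, zeros, B-lineage RNA, neutrophil RNA, scaling and dilution were chosen after.

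One hypothesis is that Lf−/− pre-pro-B cells are further along towards the pro-B stage. Across 10793 genes, the Lf−/− minus WT difference in pre-pro-B cells was correlated with the WT pro-B minus pre-pro-B difference, with no library in common. Spearman's rho was -0.103 and -0.128 in the 2 exchanges of the WT libraries, so the positive value that the hypothesis predicts was not seen. The test cannot decide the hypothesis, because the WT pro-B library does not stand for a later B cell stage alone. Its early B lineage share was 0.0305%, compared with 0.0856% and 0.0788% in the WT pre-pro-B libraries. Its neutrophil granule share was 55.4%, compared with 41.2% and 41.7%. Without Lf−/− replicate 2 the mean of the exchanges was 0.094, so the sign rests on that library. It may instead be that 1 library carries much of the difference: the difference of Lf−/− replicate 1 from WT replicate 1 and that of replicate 2 from WT replicate 2 had a Spearman correlation across genes of 0.0242 (-0.0441 with the WT libraries exchanged), so single-gene differences were hardly shared between the replicates, although the B-lineage lists rose in both.

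Lf−/− pre-pro-B replicate 2 had fewer genes above 0 than the other libraries, and its rank correlation with them was lower. Lower sequencing depth was weighed through its smallest values, which at the 5th percentile were 0.965 of those of the highest other pre-pro-B library when multiplied by transcript length, so the smallest values give no sign of it. Fewer distinct RNA molecules could leave genes at moderate level at 0: among 1650 genes at 10 to 30 FPKM on average in the other libraries, 2.79% were listed at 0 in this library and at most 0.303% in any other. The ratio stayed under the 10 times set for the test. Among genes at 1 to 3, 3 to 10 and 30 to 100 FPKM, which the test did not cover, 27.2%, 11.5% and 1.64% were listed at 0, compared with at most 0.685%, 0.261% and 0.110% in any other library, each more than 10 times as much. The pattern cannot be told apart from that explanation.

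Pax5, Ebf1 and Tcf3 were higher in the Lf−/− libraries of both stages. A larger share of B-lineage RNA in the sorted samples may account for it. The excess of these 3 genes over the other early B lineage genes was -0.49 in pre-pro-B and -0.91 in pro-B cells on the log2 scale, so their median rose less than that of the rest of the list. Single members differ: Igll1 (0.55) and Vpreb1 (0.61) rose less in pre-pro-B cells than each of the 3 genes, and the scale used understates the change of genes near 1 FPKM such as Pax5 and Ebf1. Regulation of the 3 genes in the cells was not separated from a change in composition.

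Ltf was as high in the WT pro-B library as in WT pre-pro-B libraries. A candidate source of this signal is neutrophil RNA. The ratio of Ltf to the neutrophil granule genes in the WT pro-B library was 0.766 of its mean in the WT pre-pro-B libraries, within the 1.5 times set for the test. The neutrophil share differed by less than 1.5 times between these libraries, so an Ltf level independent of it would also have passed, and the test cannot tell the explanations apart. In the WT pre-pro-B libraries, with neutrophil shares of 41.2% and 41.7%, Ltf was at 2143 and 2731 FPKM.

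The genes 2-fold apart in pro-B cells were mostly higher in Lf−/− cells. One WT library with a larger neutrophil share could lower the FPKM of its other genes. With median-ratio scaling the share of higher genes was 51.5%, but that scaling removes a shift of all genes whatever its cause. Neutrophil granule genes left 46.7% of the fragments to other genes in the WT and 66.6% and 61.9% in the Lf−/− pro-B libraries, from which a shift of 0.46 on the log2 scale would follow, compared with the observed median of 0.48. In pre-pro-B cells the same calculation gave 0.18, compared with an observed median of 0.024. The dilution is thus large enough for the shift in pro-B cells, but as the calculation missed the observed value in pre-pro-B cells and pro-B rests on 1 WT library, it remains a candidate explanation.

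Single variable segments were among the largest changes in Lf−/− pre-pro-B cells. Different B cell clones in each mouse may cause this, since the median difference between the 2 WT libraries over these segments lay at percentile 100 of random lists matched on expression. Reads shared between similar segments were not tested.

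Rpl29 was lower and its pseudogenes Gm8210 and Gm13841 higher in every Lf−/− library of both stages. In pro-B cells Rpl29 was at 56.8 FPKM in WT and at 11.0 and 15.6 FPKM in Lf−/− cells, while Gm8210 was at 3.35 FPKM compared with 88.4 and 106 FPKM. An Rpl29 allele in the Lf−/− mice that differs from the reference could send its reads to the pseudogenes: for both, the best match among all protein-coding transcripts was Rpl29, at 99.4% identity, which leaves open whether such an allele is present. Rpl29 and Ltf both lie on chromosome 9, which raised the hypothesis of a stretch of another mouse strain around Ltf. Within 20 Mb of Ltf, leaving out Ltf, Rpl29 and Lars2, 175 expressed genes remained. All Lf−/− and all WT libraries were separated by at least 1 on the log2 scale in both stages for 2 of them (1.14%). Elsewhere this held for 214 of 10603 genes (2.02%, Fisher's exact test across genes, p = 0.589), so the remaining genes gave no sign of such a stretch. Of all separated genes, 207 were higher and 9 lower in Lf−/− libraries. The rate elsewhere thus includes a general rise, and the test could miss a small excess near Ltf. The sequence of the alleles was not analysed here.

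Cxcr4 RNA, for which the paper reports expression in B cells, was at 4.22 ± 0.0310 FPKM (SD, n = 2) in WT and 18.7 ± 9.35 FPKM (SD, n = 2) in Lf−/− pre-pro-B cells (log2 fold change 1.83, adjusted p = 0.941 from limma), and at 4.66 FPKM in WT and 12.4 and 4.83 FPKM in Lf−/− pro-B cells. Il7r was at 2.25 ± 0.00276 FPKM in WT and 15.7 ± 7.80 FPKM in Lf−/− pre-pro-B cells (log2 fold change 2.28, adjusted p = 0.941). Cxcl12 and Il7, which the paper measured in stromal cells, were at 0.468 FPKM or less in each library. Ikzf3 was at 0.909 ± 0.789 FPKM in WT and 3.90 ± 0.265 FPKM in Lf−/− pre-pro-B cells, and Ikzf1 at 4.94 ± 0.910 and 12.3 ± 6.03 FPKM. Ikzf2 and Ikzf5 were below 1 FPKM in each library. The Lf−/− differences of the 2 stages had a Spearman correlation across genes of 0.27.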
